A study of Homo sapiens with 32 samples.

How the data were processed

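RNA-seq of total RNA was analysed from RH4 cells, an established human alveolar rhabdomyosarcoma line. The series lists 32 samples. The 20 RNA-seq libraries were used, and the 11 ChIP-seq samples and 1 ChRO-seq sample (a nuclear run-on assay of nascent RNA) were not analysed here. Per the labels, cells received A485, dCBP, IHK-44 or JQAD at 100 nM or 1000 nM for 2 h or 6 h, which gives 16 treated libraries. DMSO (the solvent) and a condition labelled NT, which the labels do not spell out, each had a library at 2 h and at 6 h. Each condition had 1 library, so no condition had a replicate of its own.

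Each deposited file lists 18980 coding genes by symbol, and the authors kept only rows marked as coding, per the file headers. The expected counts were estimated reads per gene as deposited by the authors, with 88.2% of the values whole numbers. The TPM values deposited by the authors (scaled transcript abundance) were scaled over all the genes that the authors quantified and not only over the coding rows. The FPKM values (scaled by gene length and reads), also as deposited, were scaled in the same way. The deposited CPM values were expected counts scaled to the same total over the coding rows in each library. The aligner, the counting program, the genome build and the annotation were not stated in the headers or the labels.

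Library sizes were the sums of expected counts over the coding genes, and ran from 13466631 to 16799327. A gene at 1 CPM therefore rests on few reads, and ratios of genes at that level carry a large counting error. The total of all quantified reads in a library was recovered from the ratio of expected counts to FPKM in genes with an FPKM over 50, and the share of reads outside the coding genes followed from it. The coding rows held between 27.9% and 53.9% of the TPM, so TPM of a coding gene moves with the other rows, and CPM was used for the descriptive ratios.

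Ratios to the DMSO library of the same time were taken on the log2(CPM + 1) scale, which understates the change of low genes, for the 12174 genes with a mean CPM of at least 1 over the 20 libraries. A change of 2-fold or more was counted as lower or higher. No test was made for single libraries. Paired exact sign-flip permutation tests, two-sided, compared the number of genes lower between times and between doses over 8 pairs, with Benjamini-Hochberg adjustment over the 2 tests. Similarity of a pair of compounds was Pearson's r across genes, with one compound set against DMSO and the other against NT so that no control library was shared.

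Expected counts were rounded and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling and filterByExpr, and Benjamini-Hochberg adjusted p-values under 0.05 were counted. The model had a level for DMSO, for NT and for each compound, and a time term. The 4 libraries of a compound (2 doses by 2 times) thus stood in for replicates, and the spread contains the differences between doses and times in the response. This fit tested 13260 genes with 13 residual degrees of freedom, at a common biological coefficient of variation of 0.141. The dose effect was fitted in the 16 treated libraries with each compound and time as a block (13137 genes, 7 residual degrees of freedom). The time dependence was the interaction of time with treatment over the 20 libraries. DESeq2 1.42.0 and limma 3.58.1 were used as alternatives, and Python 3.11.15 with scipy 1.17.1 did the rest.

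The fits were tested on simulated counts with genes changed by a log2 value of 1. Means came from the DMSO libraries, and library sizes from all the real libraries. The fits recovered 78.2% of 197 changed genes for IHK-44 against DMSO and 73.1% of 197 for NT against DMSO. They recovered 83.9% of 193 for the difference between compounds, 89.6% of 193 for dose and 65.8% of 196 for the time dependence. For dose and time dependence the simulated change was the same in all 4 compounds, JQAD included. In the real data the called genes differed between compounds. These 2 values therefore do not show how many real changes the fits over all compounds would recover. In 10 simulations of unchanged compounds against shared controls, at most 1 gene was called for a compound, and none for a pair of compounds together.

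The tests of the main comparisons, most other settings and the rule for named genes were fixed before the data were examined. Tests of explanations came later, and some of them, or the rules for reading them, were changed after their first values were seen. Named genes were 7 genes known for this line with EP300 and CREBBP, which encode the proteins aimed at, and for each compound the 2 largest falls and the 2 largest rises among genes with an adjusted p under 0.05 that moved the same way in its 4 libraries. The same rule over all 4 compounds together, and for dose and time dependence, selected 0 genes. Alternatives covered the pseudocount (0.1), the filter, the scaling, the control, the threshold (1.5-fold), DESeq2, limma on TPM, the 6 h libraries alone, pooled controls, a dose term and leaving out single libraries. Others, chosen after the data were seen, were TPM for the ratios, limma on log2(CPM + 1), the 2 h libraries alone, fits of a compound with its controls alone, an offset for the trend of each library with gene length, and thinning to equal depth. The fits of a compound with its controls alone pooled DMSO and NT. Neighbouring genes were ordered with a RefSeq table of GRCh38.p14, in which 12079 of the 12174 genes (99.2%) were found by symbol.

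The planned comparisons by promoter CpG content and by CpG island density around each gene need a genome sequence, which was not used here, and were not run. Leaving out 1 DMSO library leaves 1 DMSO library for a contrast against DMSO. For the time dependence, leaving out 1 DMSO or NT library leaves 1 control library at that time. Such fits were run for the time dependence within compounds and are described without counts.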

Results

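The expression response of RH4 cells to compounds aimed at the acetyltransferases CBP, p300 or both was measured by RNA-seq. RH4 is a line of alveolar rhabdomyosarcoma, a childhood muscle-lineage tumour, and carries the PAX3-FOXO1 fusion. The 20 libraries comprised 16 of treated cells (A485, dCBP, IHK-44 and JQAD, each at 100 nM and 1000 nM for 2 h and 6 h), 2 of DMSO and 2 of NT. Coding genes received between 13466631 counts (1000 nM IHK-44 at 2 h) and 16799327 counts (100 nM IHK-44 at 6 h). Every condition had 1 library, so differences of single libraries have no replicate check.

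The first comparison asked how many genes each treatment changed. Against the DMSO library of the same time, NT gave the background: 2 genes were at least 2-fold lower and 33 higher at 2 h, and 5 lower and 4 higher at 6 h. With 1000 nM A485, 178 genes were lower and 107 higher at 2 h, and 471 lower and 399 higher at 6 h. With 100 nM A485 the numbers were 10 lower and 33 higher at 2 h, and 38 lower and 112 higher at 6 h. For dCBP at 1000 nM, 194 genes were lower and 217 higher at 2 h, and 754 lower and 637 higher at 6 h. At 100 nM, dCBP gave 155 lower and 178 higher at 2 h, and 849 lower and 781 higher at 6 h. IHK-44 at 1000 nM gave 207 lower and 125 higher at 2 h, and 825 lower and 674 higher at 6 h. At 100 nM, IHK-44 gave 167 lower and 34 higher at 2 h, and 727 lower and 369 higher at 6 h. JQAD gave at most 7 genes lower, with 4 lower and 9 higher (1000 nM, 2 h), 7 lower and 2 higher (1000 nM, 6 h), 5 lower and 4 higher (100 nM, 2 h) and 3 lower and 69 higher (100 nM, 6 h), the last above the NT libraries in genes higher.

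**Figure D1:**
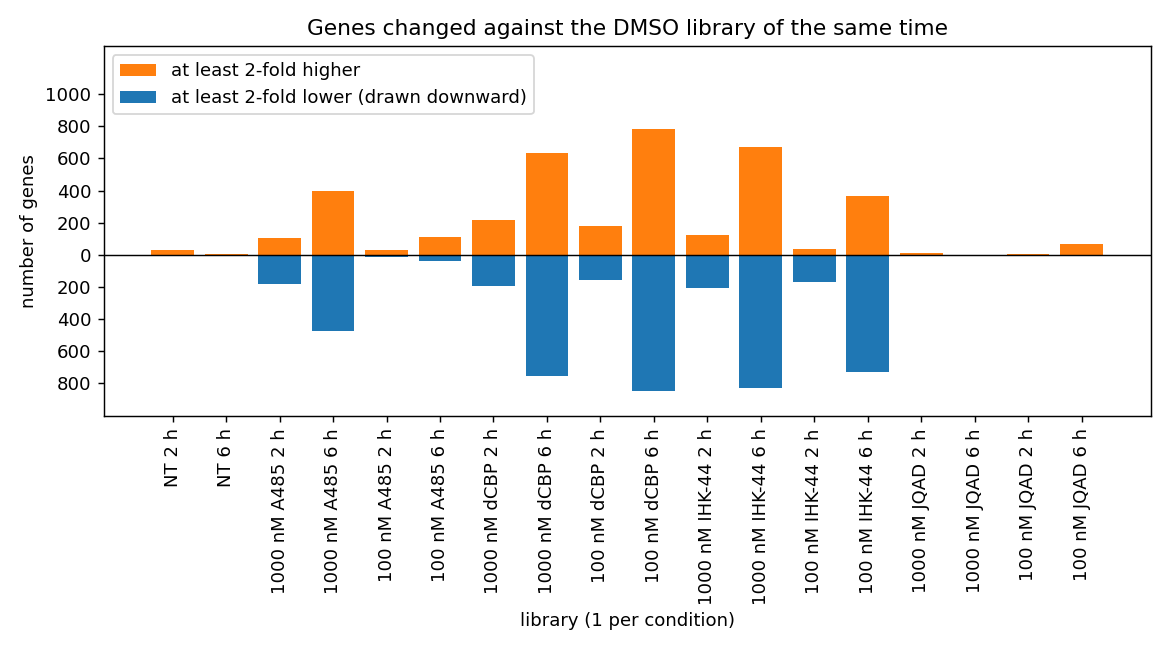
Number of genes at least 2-fold higher (upward bars) and at least 2-fold lower (downward bars) than in the DMSO library of the same time, for the 2 NT and the 16 treated libraries, 1 library per bar pair. The bars of the dCBP and IHK-44 libraries at 6 h reach from 727 to 849 genes lower, while those of JQAD reach at most 7 genes lower.

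The median over the 16 treated libraries was 172.5 genes lower and 118.5 higher. A 1.5-fold threshold raised these medians to 420.5 and 803 genes. The log2 ratio of the median gene was itself above 0 in several treated libraries, up to 0.22 in 1000 nM IHK-44 at 6 h. After rescaling to a median of 0 the medians were 198 genes lower and 91.5 higher. A measure of background reads was the total of genes near 0, with a mean of at most 0.2 CPM. It was 1.04 to 1.6 times that of DMSO in the A485, dCBP and IHK-44 libraries. Genes counted as higher had a mean of at least 1 CPM and lie outside this set. The total therefore does not show how far they include such background. The limit of 0.2 CPM is on the mean, so the total can also hold genes that rose in a few libraries.

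The number of genes lower was next compared between times. It was higher at 6 h than at 2 h in 7 of 8 pairs of the same compound and dose, by a mean of 344 genes ± 299.8 (SD, n = 8; exact sign-flip permutation test, two-sided, p = 0.0156, Benjamini-Hochberg adjusted p = 0.03125). The differences ran from -2 genes (100 nM JQAD) to 694 genes (100 nM dCBP). All pairs of a time shared a DMSO library. The 8 pairs came from 4 compounds with 2 doses each. The test took the pairs as independent, which pairs of the same compound may not be, so its p-value may be too small. With NT as the control the mean difference was 345.8 genes, and the exact p of 0.0469 became 0.0938 after adjustment and did not pass. With the authors' TPM in place of CPM the mean difference was 423 genes and the exact p was 0.0625. Between doses the number was higher at 1000 nM in 6 of 8 pairs, by a mean of 85.8 genes ± 159.8 (SD, n = 8; exact sign-flip permutation test, two-sided, p = 0.141, adjusted p = 0.141). The smallest p that 8 pairs taken as independent allow is 0.00781, and here too each compound gave 2 of the pairs. The differences between doses were 168 and 433 genes for A485 at 2 h and 6 h, and ran from -95 to 98 genes for the other compounds.

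The effect of each compound over its 4 libraries was tested against DMSO. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, dCBP changed 3137 of 13260 genes (1567 lower, 1570 higher), IHK-44 changed 2247 (1221 lower, 1026 higher) and A485 changed 36 (21 lower, 15 higher). The splits depended on the method. For A485, DESeq2 gave 155 lower and 230 higher, and limma on log2(TPM + 1) gave 27 and 208. That limma fit gave 3895 lower and 82 higher for dCBP, and 3836 and 45 for IHK-44. With limma on log2(CPM + 1) these were 1158 and 2488 for dCBP, and 993 and 1942 for IHK-44. No gene passed for JQAD, where 143 genes had an unadjusted p under 0.05, or for NT, where 104 did. With DMSO and NT pooled as controls the counts were 871 genes for A485, 5344 for dCBP and 4605 for IHK-44. In the fit of the IHK-44, DMSO and NT libraries alone, with the controls also pooled, IHK-44 had 5010. The A485 count rested on single libraries: without the 1000 nM library at 6 h no gene passed (1545 at an unadjusted p under 0.05), and without the 100 nM library at 6 h 257 genes did. For IHK-44, 691 genes passed without the 1000 nM library at 6 h and 913 without the 100 nM library at 6 h.

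The compounds were also compared with each other in the same fit. An F-test of equal effects of the 4 compounds passed for 3925 genes. Without the 1000 nM JQAD library at 6 h the number was 1913, and without the 100 nM JQAD library at 6 h it was 2235. Pairwise, JQAD differed from dCBP in 4680 genes, from IHK-44 in 4308 and from A485 in 651. A485 differed from dCBP in 96 genes and from IHK-44 in 117. Between dCBP and IHK-44 no gene passed, while 883 had an unadjusted p under 0.05. The 2247 genes called for IHK-44 included 1786 of those called for dCBP, all changed in the same direction. All 36 genes called for A485 were called for dCBP, and 35 of them for IHK-44. These contrasts share their DMSO libraries, which raises the overlap by itself. Simulated unchanged compounds gave at most 1 called gene and 0 shared ones, too few to say by how much.

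Across genes, the log2 ratios of a pair of compounds at the same dose and time had a median correlation of 0.383 over 24 pairs when their controls were disjoint. Genes are not independent replicates, so no test was made. The median was 0.758 for dCBP with IHK-44 (range 0.592 to 0.938), 0.617 for A485 with IHK-44 (0.404 to 0.857) and 0.569 for A485 with dCBP (0.361 to 0.865). It was -0.044 for JQAD with A485 (-0.063 to 0.438, the highest at 100 nM and 6 h), 0.00842 with dCBP (-0.0707 to 0.0488) and 0.0532 with IHK-44 (-0.0888 to 0.0923). With a shared DMSO library the median of all pairs was 0.506, while simulated unchanged compounds gave 0.495 with shared and 0.00517 with disjoint controls.

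Dose and time were then tested gene by gene. Between 1000 nM and 100 nM over 8 blocks no gene passed the adjusted threshold, and 819 of 13137 had an unadjusted p under 0.05. Within compounds, 122 genes passed for A485 (112 lower at the higher dose), 14 for IHK-44 (14 lower), and none for dCBP or JQAD, with 150 and 262 genes at an unadjusted p under 0.05. A dependence of the response on time, tested over all compounds together, passed for no gene, with 1094 at an unadjusted p under 0.05. Tested for each compound, it passed for 1002 genes with dCBP, 1092 with IHK-44, 1 with A485 and 0 with JQAD (202 at an unadjusted p under 0.05). Most or all of these genes no longer passed when any one DMSO or NT library was left out. The control side of such a fit rests on the pair of the other control alone, 1 library at each time. Leaving out either library of a control is therefore in effect the same check.

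A list fixed in advance covered PAX3 and FOXO1 (the fusion partners), the myogenic factors MYOD1 and MYOG, MYCN, SOX8 and FGFR4, with EP300 and CREBBP as the genes of the proteins aimed at. Of these 9 genes, 6 passed for dCBP and 5 for IHK-44 when adjusted over all genes, and 0 for A485 and JQAD. Adjusted over the list alone, 6 passed for dCBP, 7 for IHK-44, 3 for A485 and 0 for JQAD. MYCN fell most. Its fitted log2 change was -3.55 (SE 0.60) with dCBP and -4.37 (SE 0.62) with IHK-44, at edgeR Benjamini-Hochberg adjusted p-values of 0.00196 and 0.000602. With A485 it was -1.86 (SE 0.56, adjusted p 0.111), and with JQAD -0.03 (SE 0.57). MYCN was at 67.1 CPM in DMSO at 2 h and 73.2 at 6 h, and at 1.02 CPM in 1000 nM IHK-44 at 6 h.

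MYOD1 had a fitted log2 change of -1.78 (SE 0.56) with dCBP and -1.84 (SE 0.56) with IHK-44, with edgeR Benjamini-Hochberg adjusted p-values of 0.0324 and 0.0349. PAX3 changed by -1.21 (SE 0.26) and -0.94 (SE 0.26), with edgeR Benjamini-Hochberg adjusted p-values of 0.00683 and 0.0258. FOXO1 and SOX8 also passed for both compounds, and MYOG only for dCBP. FGFR4 passed for no compound over all genes. EP300 and CREBBP were not lower in fitted level with any compound, and their log2 changes with A485, 0.40 (SE 0.13) and 0.32 (SE 0.12), passed only over the list alone. The files do not separate reads of the fusion transcript from those of PAX3 and FOXO1.

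**Figure D2:**
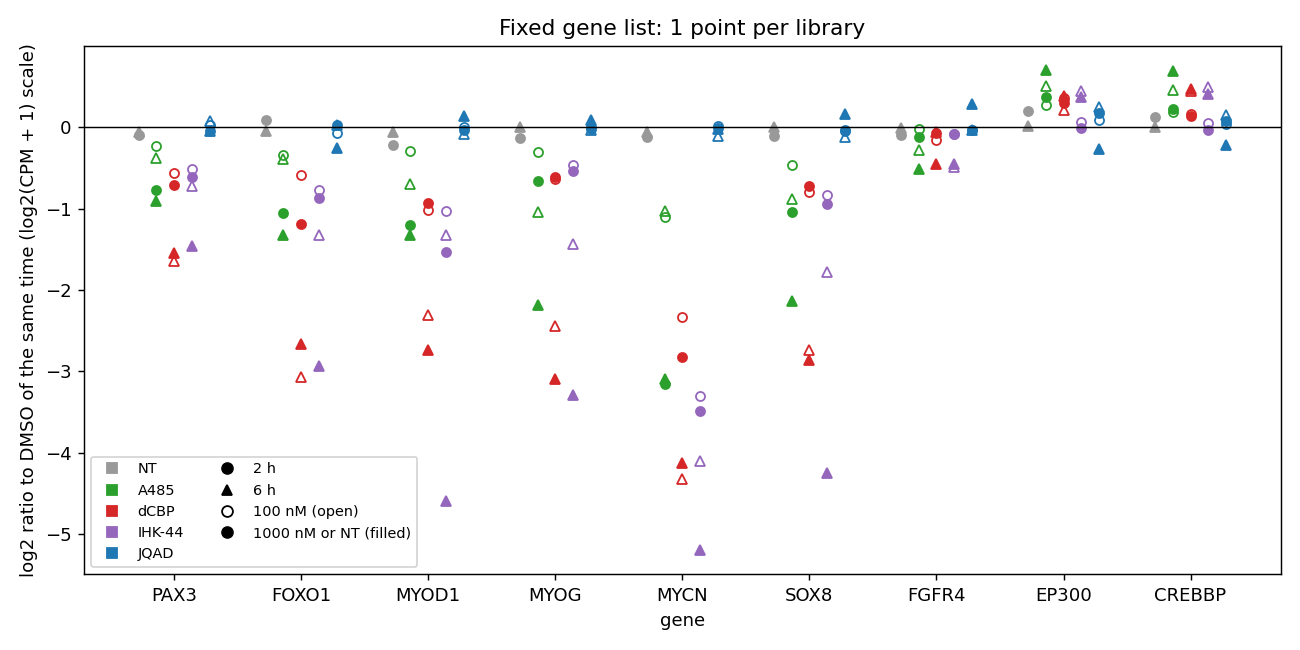
Log2 ratio to the DMSO library of the same time (log2(CPM + 1) scale) for the 9 listed genes, 1 point per library; colour gives the compound, circles 2 h and triangles 6 h, open symbols 100 nM and filled symbols 1000 nM or NT. MYCN lies at -5.20 in 1000 nM IHK-44 at 6 h, and the JQAD and NT points of all 9 genes lie between -0.27 and 0.28.

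The genes with the largest falls and rises for each compound followed a fixed rule. MYC fell most with IHK-44 (log2 change -4.66, SE 0.75) and with dCBP (-4.08, SE 0.73), at edgeR Benjamini-Hochberg adjusted p-values of 0.0014 and 0.00268. MYCN was next for IHK-44, and FRG2B, which belongs to a family of near-identical copies and whose count is therefore uncertain, was at 0 to 0.81 CPM with dCBP against 3.07 and 5.90 CPM in DMSO. RND1 rose most with both compounds, from 0.12 and 0.132 CPM in DMSO to 5.01 CPM in 1000 nM dCBP and 6.80 CPM in 1000 nM IHK-44 at 6 h, with the highest level, 8.50 CPM, in 100 nM dCBP at 6 h. NT had 0.312 and 0.644 CPM. Its DMSO level rests on few counts, so no fold is given. MGAT4A, at 0.12 and 0.331 CPM in DMSO, reached 5.29 CPM in 1000 nM IHK-44 at 6 h, but at 2 h it was at 0.817 and 0.593 CPM with IHK-44 and 0.625 CPM in NT. HTR2B with dCBP lay between 0.664 and 2.88 CPM, a range that also held the NT library at 2 h.

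For A485, BMP4 had a log2 change of -2.45 (SE 0.41) and BTG2 of -1.73 (SE 0.25), with edgeR Benjamini-Hochberg adjusted p-values of 0.0299 and 0.0142. ACP6 rose by 1.36 (SE 0.24) and TNFRSF13C by 1.35 (SE 0.26), with adjusted p-values of 0.0311 and 0.0413 in the same edgeR fit after Benjamini-Hochberg adjustment. The A485 calls depend on single libraries, as given above, and NT at 2 h was 0.64 above DMSO in log2 ratio for ACP6 and 0.93 for TNFRSF13C.

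Genes changed at 2 h were followed to 6 h. Of the genes at least 2-fold lower at 2 h, 91.8% with 1000 nM dCBP, 87.1% with 100 nM dCBP, 80.7% with 1000 nM IHK-44, 79.6% with 100 nM IHK-44, 68% with 1000 nM A485 and 50% with 100 nM A485 were also at least 2-fold lower at 6 h. Of the genes higher at 2 h with dCBP and IHK-44, between 24.7% and 52.8% were also higher at 6 h. With A485 the share for genes higher was 51.4% at 1000 nM and 54.5% at 100 nM, the latter above its share for genes lower. The 100 nM A485 share for genes lower rests on 5 of 10 genes. With JQAD, 0 of 4 (1000 nM) and 0 of 5 (100 nM) genes lower at 2 h were also lower at 6 h. For genes higher with JQAD it was 0 of 9 (1000 nM) and 1 of 4 (100 nM). The difference between directions was not tested.

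The share of reads outside the listed coding genes was 6.1% on average in the 4 DMSO and NT libraries (5.63% to 6.42%). It was 9.44% with dCBP (8.36% to 11.3%, n = 4) and 8.89% with IHK-44 (8.2% to 9.58%, n = 4), each an exact permutation p of 0.0286, the smallest that 4 against 4 libraries allow, and an adjusted p of 0.0572 over 4 compounds. It was 5.56% with A485 (exact permutation p 0.257) and 6.42% with JQAD (exact permutation p 0.514), n = 4 each.

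**Figure D3:**
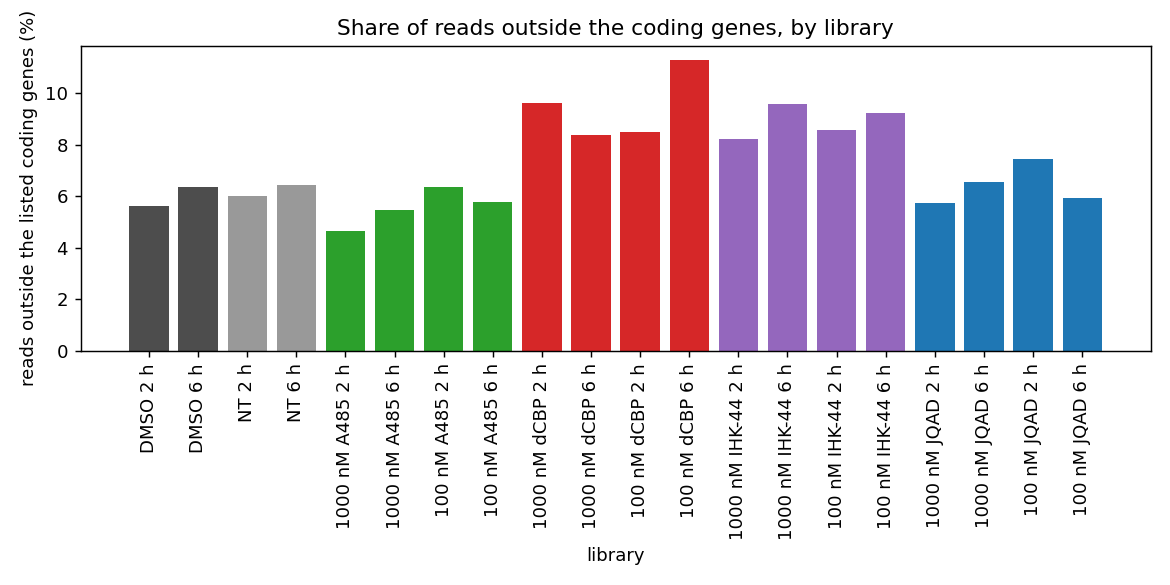
Percent of reads outside the listed coding genes in each of the 20 libraries, coloured by compound. The 8 dCBP and IHK-44 libraries lie between 8.2% and 11.3%, above the 4 DMSO and NT libraries at 5.63% to 6.42%.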

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

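The use of NT in place of DMSO on the dCBP and IHK-44 pairs, the tests on the share of reads outside the coding genes and the fits with a length offset or thinned counts were chosen only after the data or the result were seen, and the test that joins dose pairs replaced one that left 1 library in an arm. The rules for reading the short-RNA test and the p-values of the read share were also made stricter after their values were seen, so that an answer needs all 8 libraries or a passing adjusted p.

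The 4 compounds differed in their effect for 3925 genes, a difference between groups under the same contrast. Of 40 drawn splits of the treated libraries into groups of the same size, 1 gave as many genes, the real one, and the largest other count was 0. Trends of single libraries with gene length and differences in depth were tested as technical causes. With an offset for the length trend 3798 genes passed, and after thinning to the same depth 3816 did, so neither accounts for the difference. The number fell to 1913 without the 1000 nM JQAD library at 6 h, so its size rests in part on that library. A difference in how strongly the compounds act on CBP or p300 remains a hypothesis for these counts.

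The response differed between 2 h and 6 h for 1002 genes with dCBP, 1092 with IHK-44 and 1 with A485, by an interaction term in each case. The A485 gene, named after its value was seen, was SLC30A1, with a log2 interaction of -1.08 (SE 0.13, edgeR Benjamini-Hochberg adjusted p 0.0097). A DMSO library out of line at either time would let the rise vanish with NT as the control. The smallest rise in genes lower from 2 h to 6 h over the 4 dCBP and IHK-44 pairs was 554 with NT and 560 with DMSO. Over all 8 pairs the rise with NT had an exact permutation p of 0.0469 and did not pass after adjustment (0.0938). With the length offset the smaller of the 2 counts was 1079 genes. The control side of each interaction rests on 2 libraries per time. Fits without one of them rest on the pair of the other control alone, 1 library at each time. They were run, and most or all of the genes no longer passed whichever control was left out, so the counts rest on so few controls that they are uncertain. A response that builds up with time stays open as the biological explanation.

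The effect of dose differed between compounds for 6 genes. Chosen after their values were seen, these were MYC, SNAI2, PLK2, BMP4, SPRY2 and H2AC19, of which H2AC19 has a near-identical copy and is uncertain. MYC was lower at 1000 nM than at 100 nM by a log2 value of -2.91 (SE 0.17) with A485 and -0.41 (SE 0.21) with dCBP. With the length offset 9 genes passed, which argues against a length trend as the cause. Fits without one treated library leave 1 library of a compound at a dose, so their counts are not given. The number moved with single libraries, most without an IHK-44 library of 2 h. Of the 24 ways of joining the 4 dose pairs of 2 h with those of 6 h, 4 gave as many genes, the real one included, and the largest other count was 53. Joinings that keep the A485 pairs of 2 h and 6 h together also keep the dose effect within A485, which had 122 genes. The joinings are therefore no pure chance reference, and this test cannot decide whether the number exceeds chance.

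Reads outside the coding genes, which the comparisons of expression do not use, were at 9.44% with dCBP and 8.89% with IHK-44, above the 6.1% of the DMSO and NT libraries. The exact permutation p of each was 0.0286 with n = 4 against 4, and the adjusted p of 0.0572 does not pass, which no outcome of this design with 4 compounds and 2 such groups could. The shortest 10% of coding genes, without histone genes, lay above the median gene in 7 of these 8 libraries, with a median log2 excess of 0.09 and -0.01 in the exception, 100 nM dCBP at 2 h. In 2 JQAD libraries a like excess came with a lower share, 0.11 at 6.57% (1000 nM, 6 h) and 0.10 at 7.46% (100 nM, 2 h). This counts against short RNAs as the whole cause. Both shares were, however, above the 5.63% to 6.42% of the DMSO and NT libraries. The other JQAD libraries had no excess, -0.03 (1000 nM, 2 h) and -0.05 (100 nM, 6 h), and lower shares of 5.72% and 5.93%. Among the JQAD libraries the share was thus higher where the excess was present. A greater recovery of short RNAs of every kind may account for part of the share, and cannot be told apart from an effect of the compounds because 1 library departs from it and the others do not, and 1 library decides nothing. Which genes the remaining reads came from was not analysed here.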

How the results depend on the processing

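The settings with the authors' TPM for ratios, limma on log2(CPM + 1), the 2 h libraries alone, single-compound fits, the length offset and thinning were chosen only after the data were seen.

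Of the values recomputed under other settings, 144 kept their direction and side of the threshold or a count within 1.5 times, of which 65 were counts of 0 that stayed at 0. Another 31 moved, 2 became weaker and 1 reversed. JQAD and NT stayed at 0 called genes under all settings run, as did the dose effect and the time dependence over all compounds. The dCBP count stayed between 2135 and 3977 genes without pooled controls. With pooled controls it ran from 2170 (2 h libraries alone) to 5344 (both times).

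The count for A485 (36 genes) moved most. It was 385 with DESeq2 (155 lower, 230 higher), 235 with limma on log2(TPM + 1) (27 lower, 208 higher), 411 in the 6 h libraries alone and 632 in the 2 h libraries alone, both with DMSO and NT pooled, 871 with DMSO and NT pooled over both times, 16 without the NT libraries, 20 after thinning to the same depth and 726 in the fit of the A485, DMSO and NT libraries alone. Across the 4 fits that each left out one A485 library it ran from 0 (without 1000 nM at 6 h) to 257 (without 100 nM at 6 h), with 1 without 1000 nM at 2 h and 77 without 100 nM at 2 h. The cause was not tested. The fit of the A485, DMSO and NT libraries alone also pooled DMSO and NT. Its 726 genes therefore do not by themselves show the effect of leaving out the other compounds. Under the size factors of DESeq2 the A485 count was 20 lower and 6 higher, against 21 lower and 15 higher with TMM.

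IHK-44 (2247 genes) moved to 3881 with limma on log2(TPM + 1) and 4153 in the 6 h libraries alone with pooled controls. It moved to 4605 with pooled controls and 5010 in the fit with its controls alone, also pooled. The dCBP count (3137) moved to 5344 with pooled controls. Leaving out one library gave from 691 to 2790 genes for IHK-44, the lowest without 1000 nM at 6 h. The difference between compounds (3925) moved to 10350 with limma on log2(TPM + 1) and 1540 in the 2 h libraries alone with pooled controls. The 6 h libraries, as many in number, gave 3554, and the cause was not tested. It ran from 1913 to 4753 across the 16 fits that each left out one treated library.

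The split of directions moved with the unit, the scaling and the method. With the size factors of DESeq2, dCBP had 1772 genes lower and 1356 higher, and with DESeq2 itself 1966 and 1578. With limma on log2(TPM + 1), dCBP had 3895 genes lower and 82 higher and IHK-44 3836 and 45, while limma on log2(CPM + 1) gave 1158 and 2488 for dCBP and 993 and 1942 for IHK-44. For the fit on TPM, the construction of TPM shows the cause. The share of TPM in coding rows was 27.9% to 35.4% with dCBP, against 39.3% to 44.5% in DMSO and NT. The median coding gene therefore shifts. This does not explain the splits of the other fits, whose cause was not tested.

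The median number of genes higher per library (118.5) was 315 with pseudocount 0.1, 36 at a mean CPM of at least 10, 76 with NT as control, 70.5 with the mean of the 4 control libraries, 15 with TPM and 803 at 1.5-fold. The number lower (172.5) moved only at 1.5-fold, to 420.5. With NT as control the rise from 2 h to 6 h was 345.8 genes (exact permutation p 0.0469, adjusted p 0.0938, n = 8 pairs). With TPM the rise was 423 genes at an exact permutation p of 0.0625 (n = 8 pairs), and the difference between doses reversed, to -56.1 genes (exact permutation p 0.969). With pooled controls 1 gene of the fixed list passed for A485 in place of 0.

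A block by replicate number was not possible because each condition has 1 library. Pairs in the tests of time and dose come from the compound and the other factor. Comparisons by promoter CpG content and by CpG island density, with their alternatives, were not run, since no genome sequence was used here. Counts without 1 of the DMSO libraries are not given, as 1 DMSO library would remain. Counts for the time dependence without 1 DMSO or NT library are not given either, as 1 control library of that time would remain. Leaving out the NT libraries altogether keeps both DMSO libraries, so that count is given for A485. Depth limits low genes: RND1 had 0.12 CPM in DMSO at 2 h.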

Other observations

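The tests on JQAD by time, on the excess along chromosomes and the single-compound fits were chosen only after the data or the result were seen, and the rules for reading the histone, JQAD and dCBP dose tests were made stricter after their values were seen.

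For each compound its 4 libraries were fitted with the 4 DMSO and NT libraries, and all 35 splits of the 8 libraries into 4 and 4 were tried. For A485, dCBP and IHK-44, 1 of the 35 splits gave as many genes, the real one, with 726, 3727 and 5010 genes, and the largest other count was 0. For JQAD, 17 of the 35 splits gave as many genes at an unadjusted p under 0.05. The split of these 8 JQAD, DMSO and NT libraries by time, fitted without a time term, gave 1532 genes, the largest count of the other splits. For the dose effect 12 of 40 drawn splits, and for the time dependence over all compounds 11 of 40, gave as many genes at an unadjusted p under 0.05.

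That no gene was called for JQAD could follow from the spread that the other compounds bring into the fit. The fit of the JQAD, DMSO and NT libraries alone also gave 0 genes (480 at an unadjusted p under 0.05), against that explanation. A weak response in the direction of the other compounds was tested in the 972 genes lower with both dCBP and IHK-44, set against NT. The medians of the 2 JQAD libraries nearer 0 were -0.0166 at 2 h and -0.0611 at 6 h in log2 ratio, against -0.259 for 100 nM A485 at 6 h. At 2 h that median lay at percentile 53.92 of 10000 random lists matched on expression, so it was no lower than chance, while the 100 nM library lay at 0.01. At 6 h both JQAD libraries lay below all lists, but so did DMSO against NT, with a median of -0.0165. With that single control pair per time, a weak response to JQAD and the spread between libraries cannot be told apart.

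Genes at least 2-fold higher in the NT library at 2 h (33) and in 100 nM JQAD at 6 h (69) had 16 in common, where 0.187 were expected by chance. Each was set against another DMSO library. The total of 3354 genes near 0 was 1.25 times that of DMSO in the first and 1.42 times in the second, and between 0.99 and 1.08 times in the other NT and JQAD libraries. It was 1.12 to 1.6 times with A485, 1.42 to 1.55 times with dCBP and 1.04 to 1.56 times with IHK-44, so it is not special to the pair. The 16 genes had a mean of at least 1 CPM and were not in that set. A 2-fold rise on the log2(CPM + 1) scale needs at least 1 CPM more per gene. The total over the 3354 genes rose only from 142.6 CPM (DMSO, 2 h) to 177.6 CPM (NT, 2 h). At 6 h it rose from 122.7 CPM (DMSO) to 173.7 CPM (100 nM JQAD). A background spread evenly over genes would add far less than 1 CPM per gene, which argues against it as the cause. No biological explanation was tested.

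At 6 h, dCBP lowered more genes at 100 nM (849) than at 1000 nM (754). After removal of the length trend the counts were 759 and 733, so the order stayed but most of the difference went with the trend. With 1 library each, the trend and a difference between doses cannot be told apart. A response already saturated at 100 nM is an untested explanation.

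Histone genes (45 tested) rose more than other genes of like length in 7 of the 8 dCBP and IHK-44 libraries, by a median of 0.27 in log2 ratio. In 100 nM dCBP at 6 h the difference was -0.00058, and 100 nM JQAD at 2 h also showed 0.15. A greater recovery of short RNAs and a rise of histone transcripts cannot be told apart, because this library departs from the others.

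Neighbouring genes tended to change together. The correlation of log2 ratios between adjacent expressed genes was at least 0.108 in the 8 dCBP and IHK-44 libraries (Spearman, across genes), above the 1000 shuffles of each library and the 0.0292 and 0.00962 of the NT libraries. It was 0.0884 to 0.131 with A485, and 0.194 in 1000 nM JQAD at 6 h, above 7 of the 8. A trend of single libraries along the chromosomes was weighed by the excess over genes 20 apart. It was at least 0.0963 in the 8 libraries, but 0.088 in 1000 nM JQAD at 6 h, a compound with no called gene. By that excess a shared response and such a trend cannot be told apart, since that library comes close to the treated ones. The fall with distance was looked at next, by compound, after its values were seen. In that JQAD library the correlation was still 0.106 at 20 genes apart. With IHK-44 it was at most 0.0265, below the 0.0716 that such a fall would have left, so a trend of that shape does not account for the 4 libraries. With dCBP it ran from 0.0117 to 0.134. All 4 dCBP libraries fell faster than JQAD, each against its own adjacent value, but a part of the trend remained in some, and for dCBP the trend and a shared response cannot be told apart. Overlapping genes that share reads were not tested.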
